A study of Mus musculus with 87 samples.

How the data were processed

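The series holds 87 samples of mouse embryonic stem cells (ESC) and of neuronal precursors (NP) made from them: 32 polyA RNA-seq samples and 55 ChIP-seq samples. Groups were taken from the sample titles. The analysis rests on 13 tables of RNA-seq comparisons and on 2 lists of ChIP-seq regions; per-sample ChIP-seq values are not analysed here.

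The authors made each comparison table with 1 line per gene symbol (26171 symbols in each table), and the values are statistics of a comparison, not values of samples. Per the file headers, the columns have the names that DESeq2 gives its results, and no aligner, annotation, genome build or version is stated. The deposited baseMean is a signal: the mean over the libraries of a comparison of read counts divided by size factors. The authors' fold changes and their standard errors are log2 values. The deposited p-value and adjusted p-value come from the authors' test, in which the statistic equals the log2 fold change divided by its standard error. The 2 region lists give, per the file headers, a value between 0 and 1 per region from DiffBind at a false discovery rate of 5%. The headers do not say if that value is a p-value or a false discovery rate, which group WT was compared with, in which direction a region changed, or which genome build was used.

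The plan fixed before the data were examined allowed for count tables and, if only the authors' statistics were found, for their use as deposited. No test per gene was therefore refitted. A gene was called at an adjusted p under 0.05 in the authors' deposited table, and rises and falls were counted apart. The named genes were also fixed before the data were examined: Suz12 in every comparison, the members of 4 gene lists, and in each comparison the 2 genes with the largest rise and the 2 with the largest fall among called genes whose baseMean was at or above the median of the genes with an adjusted p. Ddx3y, Uty, Xist and the genes at the top regions met this rule in no comparison and were chosen after their values were seen. So were the values of Ifit1, Ifit3, Isg15, Eif2s3y and Wnk3 in comparisons in which they did not meet it. The 4 lists were 12 PRC2 subunits (Suz12, Ezh2, Ezh1, Eed, Jarid2, Aebp2, Mtf2, Phf1, Phf19, Epop, Rbbp4, Rbbp7), 25 developmental Polycomb targets (Gata4, Gata6, Sox17, Foxa2, T, Eomes, Hand1, Hand2, Pax3, Pax6, Pax7, Nkx2-2, Olig2, Hoxa5, Hoxa9, Hoxb1, Hoxb4, Hoxc6, Hoxd9, Hoxd13, Lhx2, Isl1, Tbx3, Cdx2), 11 pluripotency genes (Pou5f1, Nanog, Sox2, Klf4, Esrrb, Zfp42, Tfcp2l1, Tbx3, Dppa3, Prdm14, Utf1) and 12 neural precursor genes (Sox1, Pax6, Nes, Neurog1, Neurog2, Dcx, Tubb3, Map2, Hes5, Fabp7, Olig2). Tbx3, Pax6 and Olig2 are on 2 lists each. A member of the developmental list, a member of the neural list and a gene that met the naming rule are not reported here by name; the list medians and counts include the list members. A list's median log2 fold change was placed among 10000 random lists of the same size matched on baseMean in 20 bins, and percentiles under 2.5 or over 97.5 were taken as outside the random range.

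Depth was read from the sum of baseMean over genes, which lay between 26085140 and 31499803 scaled reads per library across the 13 tables. Totals of single libraries were not used here. Because size factors and low read numbers leave a fixed pattern in baseMean, the whole reads of each library were recovered for 14141 gene entries with baseMean from 10 to 20 (100% of those tried). In data simulated in the same way, 100% of 640, 671 and 660 genes with 4, 5 and 6 libraries were recovered. These reads served only to find which libraries the tables share and how libraries differ, never for a test per gene. They showed 60 library places in the 13 tables filled by 32 distinct libraries, the number of labelled RNA-seq samples, with the number in each group as labelled. Linked libraries had the same reads in 100% of genes and other pairs in at most 10.3%. In the 6 ESC tables with 2 libraries on the other side, genes with a single read in 1 of the 3 WT libraries had absolute log2 fold changes of at most 0.23, and single-read genes of all other libraries of at least 0.81. This is what a fit with the replicate number as a block gives when a WT library has no partner. The effects of these tables therefore rest on 2 WT libraries, and those of the ESC KO table on 3. All 7 ESC tables share the WT libraries. The NP tables of CSex4, Deltaex4 and KO against WT share 2 WT libraries, the NP WT vs KO table has the other 2, and the 4 NP tables that contain the KO share its 2 libraries.

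Agreement between comparisons was measured as Spearman's rho across genes with baseMean of at least 10 in both tables; genes are not independent replicates. Overlaps of called genes were tested with Fisher's exact test (two-sided). Because comparisons share libraries, each rho is given with the value for unchanged groups simulated with the same shared libraries (100 simulations, or 20 for each of the 78 pairs of comparisons). For 8000 simulated genes with 2 comparisons of 2 against 2 libraries that shared 2 controls, the correlation was 0.50, and it was -2.61e-04 with none shared. A list with 200 changed genes of those 8000 lay at percentile 100, and 6 of 100 unchanged lists lay outside the limits. Differences between 2 comparisons were tested per gene as the difference of the log2 fold changes over the root of the summed squared standard errors, with Benjamini-Hochberg adjustment. Where the tables share libraries, the part of the variance that these contribute to both was taken out, by the number of libraries shared. Counts of genes called in both tables were also set against 100 simulations in which the effects of the second table were dealt anew among genes of like expression.

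Regions were compared with bedtools 2.31.1 and set against 1000 random placements on the same chromosomes. Chromosomes of 26131 symbols (99.8%) came from a RefSeq gene table of the assembly GRCm38.p6, which gives no strand, so the planned distance to transcription starts was replaced by the distance to either end of a gene (2500 bp, with 500 and 10000 bp as alternatives). To test the build, all regions were shifted by up to 500000 bp: 84.9% of Suz12 regions and 74.8% of H3K27me3 regions lay within 2500 bp of a gene end as listed, against at most 30.3% and 33.8% after a shift, and the listed position gave the higher share on each of the 20 chromosomes. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9. Alternatives covered the adjusted p threshold (0.01), a minimum absolute log2 fold change of 1, the genes over which p was adjusted, the baseMean minimum, the stringency of overlaps and the distance to genes. Another normalization, leaving out replicates and a changed replicate block, listed before the data were examined, need values per sample and were not run.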

Results

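Suz12 is a subunit of the Polycomb repressive complex PRC2, which methylates lysine 27 of histone H3 (H3K27me3), and its exon 4 is alternatively spliced. Polyadenylated RNA was sequenced from ESC grown in serum with LIF in 8 groups: wild type (WT, 3 samples), cells with constitutive exon 4 (CSex4, 2), cells in which exon 4 was deleted (Deltaex4, 2), the Suz12 knock-out (KO, 3), the knock-out with a long-isoform rescue (KO-L, 2) or a short-isoform rescue (KO-S, 2), and such rescues with what the labels call the 3D mutation (KO-L3D and KO-S3D, 2 each). NP, harvested on day 8 after retinoic acid on day 4, formed 6 groups: WT (4), CSex4 (2), Deltaex4 (2), KO (2), KO-L (2) and KO-S (2). ChIP-seq covered 55 ESC samples, of which 18 were for H3K27me3 and 7 for Suz12, and enters here as 2 lists of regions. Summed over genes, the mean scaled read number per library lay between 26085140 in NP KO-L vs KO and 31499803 in NP WT vs KO.

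The targeted gene was examined first, as a check of the labels. Suz12 mRNA fell by 1.82 ± 0.22 (log2, SE; adjusted p 8.21e-15) in ESC KO vs WT in the authors' deposited table. In NP KO vs WT, the authors' deposited table gave -2.14 ± 0.33 (adjusted p 5.63e-09). CSex4 had a log2 fold change of 0.02 ± 0.31 in ESC and 0.70 ± 0.30 in NP in the authors' deposited tables, and neither was called (adjusted p 0.995 and 0.193). Deltaex4 had -1.28 ± 0.40 in ESC and -0.61 ± 0.33 in NP in the authors' deposited tables, with adjusted p of 0.99998 and 0.99996 and unadjusted p of 0.00130 and 0.0616. In ESC, Suz12 was below WT by -1.05 ± 0.28 in KO-L (adjusted p 0.0143) and by -0.83 ± 0.27 in KO-S (adjusted p 0.0345) in the authors' deposited tables. The authors' deposited table put the libraries labelled KO-L3D at -1.85 ± 0.28 (adjusted p 3.84e-09) and KO-S3D at -0.06 ± 0.42 (adjusted p 0.974). The Suz12 values of KO-L3D and KO differed by -0.03 ± 0.27 (adjusted p 0.978), and KO-S3D exceeded KO-L3D by 1.78 ± 0.36 (adjusted p 5.00e-04). In NP, the authors' deposited tables gave Suz12 log2 fold changes against KO of 1.35 ± 0.21 in KO-L (adjusted p 2.07e-09), 1.09 ± 0.20 in KO-S (adjusted p 3.22e-07) and 1.45 ± 0.27 in WT (adjusted p 1.24e-06).

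**Figure D1:**
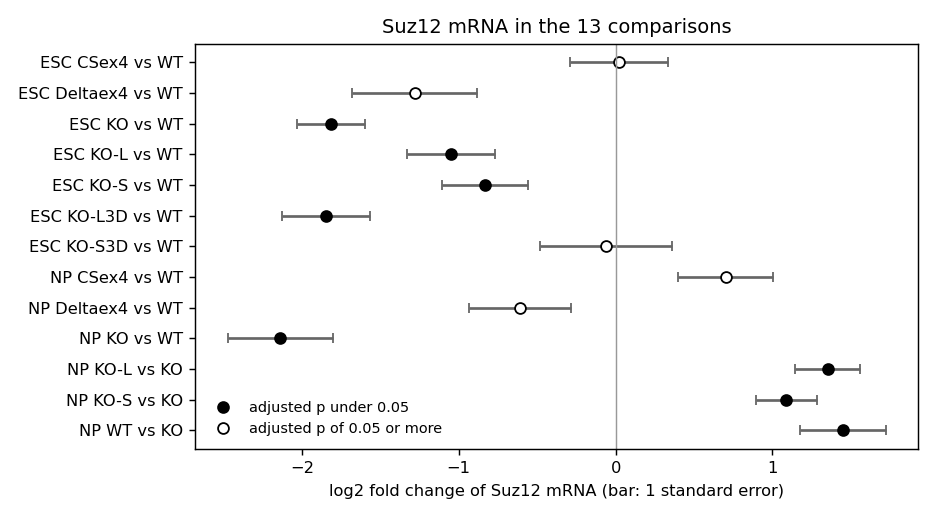
Log2 fold change of Suz12 mRNA (x axis) in each of the 13 comparisons, from the authors' deposited tables, with 1 standard error as bars and filled points for an adjusted p under 0.05. KO and KO-L3D lie at -1.82 and -1.85 in ESC, and KO-S3D at -0.06.

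The exon 4 lines were compared with WT to ask what fixing or removing the exon does to expression. In ESC, 333 genes were called in CSex4, 237 higher and 96 lower. The stricter adjusted p of 0.01 changed this count most, to 141. The largest rises in the authors' deposited table were Axl (2.74 ± 0.54, adjusted p 1.63e-04) and Krt8 (2.72 ± 0.45, adjusted p 5.63e-06). The largest falls in the authors' deposited table were Rnf157 (-2.81 ± 0.54, adjusted p 1.45e-04) and Tcl1 (-2.38 ± 0.48, adjusted p 3.56e-04). No gene was called in ESC Deltaex4, and 135 genes had an unadjusted p under 0.05. Of genes with baseMean of at least 10, 0.919% had such a p, and the statistic had a robust SD of 0.557, where unchanged groups would give 5% and 1. The table was thus less dispersed than its own standard errors, and its lack of calls does not show that expression was unchanged.

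In NP, 863 genes were called in CSex4, 636 higher and 227 lower. In the authors' deposited table the largest rises were Lefty1 (4.58 ± 0.42, adjusted p 3.15e-24) and Lefty2 (4.55 ± 0.37, adjusted p 1.08e-29). Gm39529 (-2.16 ± 0.45, adjusted p 1.28e-04) and Unc5a (-1.99 ± 0.39, adjusted p 2.85e-05) had the largest falls in the authors' deposited table. NP Deltaex4 had 14 calls, 5 higher and 9 lower, with 398 genes at an unadjusted p under 0.05 and a robust SD of the statistic of 0.570. The falls that met the naming rule were Dmrt1 (-2.26 ± 0.42, adjusted p 2.55e-04) and Stra8 (-2.20 ± 0.30, adjusted p 2.36e-09) in the authors' deposited table, and no rise met it.

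The full knock-out changed 3092 genes in ESC, 1862 higher and 1230 lower. H19 (4.41 ± 1.16, adjusted p 0.00185) and Esx1 (4.14 ± 0.25, adjusted p 9.23e-58) rose most in the authors' deposited table, and Ina (-2.80 ± 0.22, adjusted p 6.45e-34) and Foxp1 (-2.74 ± 0.19, adjusted p 1.82e-42) fell most. In NP, 3514 genes were called in KO vs WT, 1897 higher and 1617 lower. Ifit3 (6.46 ± 0.58, adjusted p 6.47e-26) and Isg15 (6.44 ± 0.41, adjusted p 6.67e-51) rose most in the authors' deposited table, and Rfx4 (-9.76 ± 0.95, adjusted p 2.16e-22) and Fabp7 (-8.94 ± 0.85, adjusted p 3.17e-23) fell most. The comparison of WT with the same KO libraries but another pair of WT libraries called 5660 genes, 2678 higher and 2982 lower in WT. There the authors' deposited table had the largest rises for Hes5 (10.38 ± 0.89, adjusted p 1.68e-29) and Fabp7 (10.34 ± 0.74, adjusted p 2.26e-42), and the largest falls for Hoxb13 (-6.78 ± 0.34, adjusted p 3.27e-83) and Isg15 (-6.66 ± 0.36, adjusted p 7.35e-74).

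The rescue lines were compared with WT in ESC and with KO in NP. In ESC, KO-L had 309 called genes (202 higher, 107 lower) and KO-S had 1145 (620 higher, 525 lower). Col1a1 (3.29 ± 0.42) and Calcoco2 (3.11 ± 0.30) rose most in KO-L and Chac1 (-3.97 ± 0.33) and Trib3 (-2.76 ± 0.34) fell most in the authors' deposited table, with adjusted p from 1.41e-29 to 1.86e-11. In KO-S, the authors' deposited table had Islr2 (4.21 ± 1.31, adjusted p 0.0221) and Khdc3 (4.16 ± 0.38, adjusted p 3.04e-24) as the largest rises, and Wnk3 (-9.43 ± 0.90, adjusted p 1.97e-22) and Eif2s3y (-4.40 ± 1.34, adjusted p 0.0179) as the largest falls. KO-L3D had 2792 called genes (1255 higher, 1537 lower) and KO-S3D had 462 (293 higher, 169 lower). Hand1 (6.08 ± 0.36) and Esx1 (4.90 ± 0.44) rose most in KO-L3D and Ina (-4.71 ± 0.31) fell most in the authors' deposited table, with adjusted p from 2.89e-59 to 3.19e-25. In KO-S3D, Arl14epl (3.84 ± 0.49) and Rhox5 (3.68 ± 0.44) rose most and Sema3e (-3.59 ± 0.39) and Kif1a (-3.17 ± 0.39) fell most in the authors' deposited table, with adjusted p from 8.39e-16 to 5.60e-12. In NP, 4121 genes differed between KO-L and KO (1813 higher, 2308 lower) and 5600 between KO-S and KO (2667 higher, 2933 lower). Dcx (5.98 ± 0.81) and Col1a1 (5.25 ± 0.24) rose most and Ifit1 (-7.34 ± 0.37) and Ifit3 (-7.33 ± 0.49) fell most in KO-L vs KO in the authors' deposited table, with adjusted p from 1.25e-102 to 4.98e-12. For KO-S vs KO, the authors' deposited table gave Dbx1 (9.95 ± 1.01) and Miat (6.07 ± 0.99) as the largest rises and Gpr50 (-5.03 ± 0.26) and Fmr1nb (-4.59 ± 0.32) as the largest falls, with adjusted p from 5.14e-83 to 1.07e-08.

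**Figure D2:**
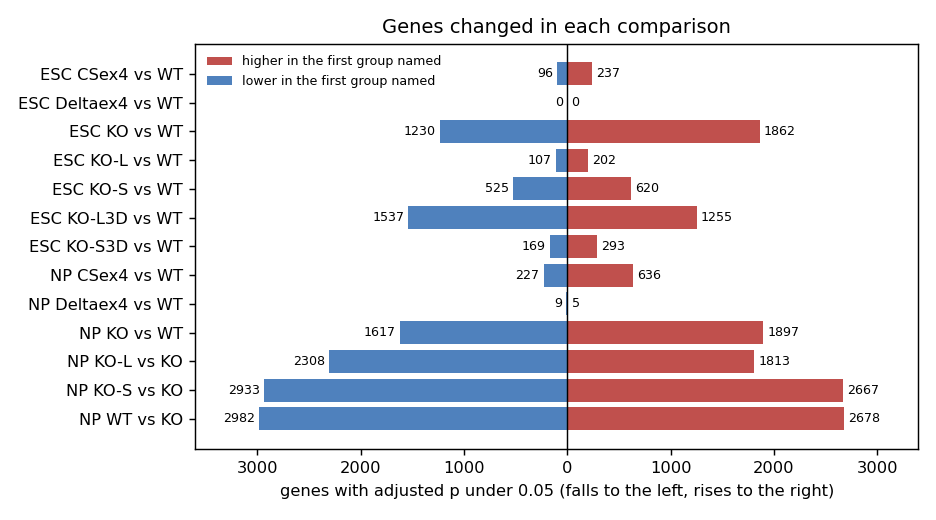
Number of genes with an adjusted p under 0.05 in each comparison, with falls to the left and rises to the right of 0. Counts range from 0 in ESC Deltaex4 (135 genes at an unadjusted p under 0.05) to 5660 in NP WT vs KO.

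Which isoform brought expression of KO-changed genes back toward WT was measured over the genes called in KO. In ESC, the 1862 genes higher in KO had a median log2 fold change of 1.64 in KO vs WT. Their median was 0.68 in KO-L and 0.55 in KO-S, against 0.18 and 0.17 in simulated unchanged groups that share the WT libraries. Among such genes with baseMean of at least 100, the order of the rescues was reversed (0.44 and 0.56). Of the 1862 genes, 5.05% (94; Wilson 95% interval 4.14 to 6.14) were called higher in KO-L and 17.9% (333; 16.2 to 19.7) in KO-S. Called lower than WT were 0 of them in KO-L and 63 in KO-S. These shares depend on the number of calls in each table, 309 in KO-L and 1145 in KO-S. For the 1230 genes lower in KO, the median was -0.70 in KO, -0.22 in KO-L and -0.39 in KO-S, and 3.25% and 13.1% were called lower. The median of the 1862 genes was 0.14 in CSex4, below the simulated 0.19, and 0.35 in Deltaex4, against a simulated 0.23. In NP, 30.1% of the 2678 genes higher in WT than in KO were called higher in KO-L vs KO and 67.0% in KO-S vs KO, with medians of 0.45 and 0.90 against 1.42 in WT. Of the 2982 genes lower in WT, 53.1% were called lower in KO-L and 71.0% in KO-S, with medians of -0.99 and -1.17 against -1.93 in WT. Simulated unchanged groups with the same KO libraries gave between 1.87% and 3.96%. Of the genes higher and lower in WT, 39 and 123 were called the opposite way in KO-L vs KO, and 8 and 24 in KO-S vs KO. When the KO-changed genes came from the NP table with the other pair of WT libraries, the share of genes lower in WT that were called in KO-L rose most, to 74.5%.

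The 3D mutation was compared with the unmutated rescues in ESC. Of the 3092 genes called in KO, 4.33% (134) were called the same way in KO-L and 43.5% (1344) in KO-L3D. For the short isoform the shares were 16.0% (494) in KO-S and 8.93% (276) in KO-S3D. These shares depend on the number of calls in each table, 1145 in KO-S and 462 in KO-S3D, and the medians ran the other way. For genes higher and lower in KO, the median log2 fold changes were 0.55 and -0.39 in KO-S and 0.91 and -0.59 in KO-S3D, so that KO-S3D lay farther from WT. In KO-L they were 0.68 and -0.22, and in KO-L3D 1.38 and -0.91. The fold changes of 2974 of 14561 genes differed between KO-L and KO-L3D, and those of 675 of 14483 genes between KO-S and KO-S3D. Across genes, rho was 0.17 between KO-L and KO-L3D and 0.49 between KO-S and KO-S3D, against 0.46 for unchanged groups with shared WT libraries. The 2 mutated lines had a rho of 0.82 with each other, and 92 of 14798 genes differed between them. The statistic of this last test had a robust SD of 0.82, where unchanged groups would give 1, so 92 is a low estimate.

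**Figure D3:**
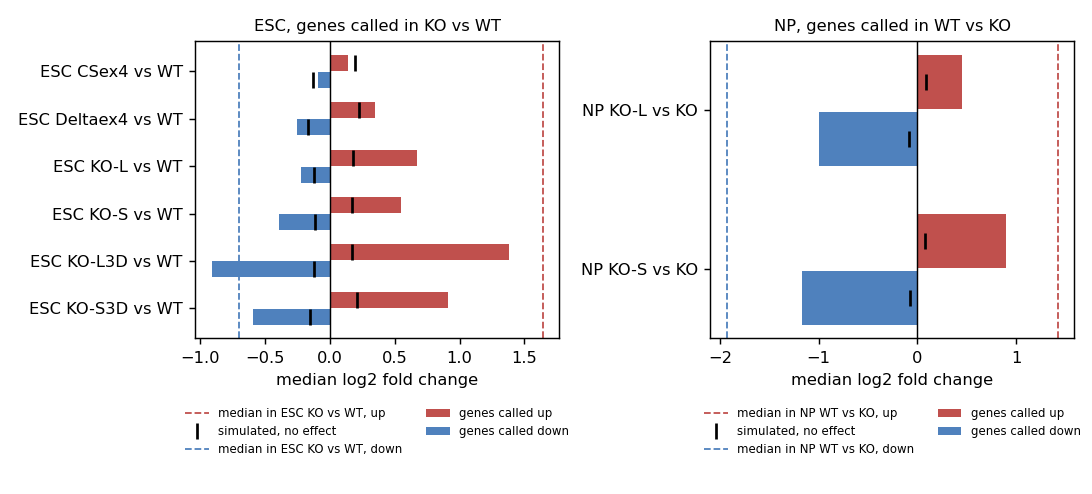
Median log2 fold change of the genes called in KO vs WT (left, ESC) or WT vs KO (right, NP) in the rescue and exon 4 comparisons, as red bars for called-up and blue bars for called-down genes. Dashed lines are the medians in the comparison that defined the genes and black ticks are simulated unchanged groups; in ESC the bars of KO-L3D reach 1.38 and -0.91.

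Whether changes ran in the same or the opposite direction was measured across genes. In ESC, CSex4 and Deltaex4 had a rho of -0.13 over 14365 genes, where unchanged groups with the same WT libraries gave 0.47 (simulated range 0.45 to 0.48). With no expression minimum, the value changed most, to 0.06. In NP, rho was -0.23 over 15674 genes against a simulated 0.46, with 2 genes called higher in CSex4 and lower in Deltaex4 (0.36 expected; Fisher's exact p 0.0487) and 1 called lower in both (Fisher's exact p 0.124). Deltaex4 and KO in ESC had a rho of 0.42 over 14499 genes, against 0.38 (0.36 to 0.39). Of the other ESC pairs, CSex4 with KO-L (0.71) and Deltaex4 with KO-S (0.57) lay above the simulated 0.46, and CSex4 with KO-S (-0.14) and Deltaex4 with KO-L (-0.04) lay below it. The KO effects in ESC and NP, which share no library, had a rho of 0.21 over 14631 genes against -0.001 in the simulation. Genes called higher in both numbered 467, against 198 expected (Fisher's exact p 3.07e-82) and 229 to 313 in simulations that matched genes on expression (mean 272). The 189 genes lower in both exceeded the 116 expected (Fisher's exact p 5.10e-12) but lay within the simulated 136 to 191 (mean 163). The 86 genes lower in ESC and higher in NP were fewer than the 136 expected (Fisher's exact p 9.39e-07) and than the simulated 125 to 173. The number higher in ESC and lower in NP, 164, was near the 170 expected (Fisher's exact p 0.668) and below the simulated 177 to 241. Of the 16 tests of overlap, 8 involve ESC Deltaex4, which has no called gene, so their p is 1 whatever the other table holds. Adjusted over the other 8 (Benjamini-Hochberg), p was 0.0973 for the 2 genes of CSex4 and Deltaex4 in NP, 2.46e-81 and 2.04e-11 for genes higher and lower in both KO comparisons, and 2.50e-06 for those lower in ESC and higher in NP. Over all 16, the first was 0.195.

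**Figure D4:**
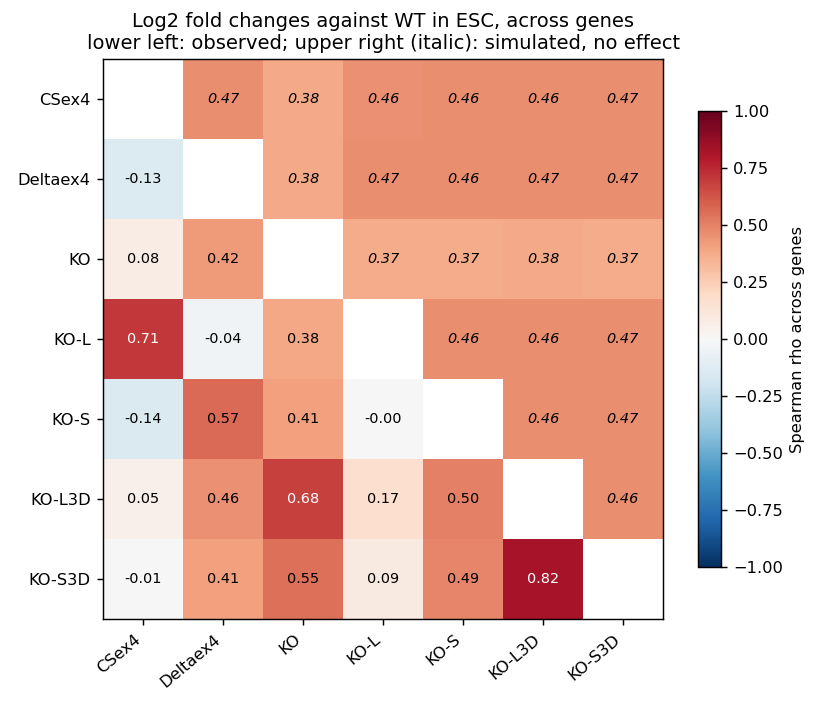
Spearman's rho across genes between the ESC comparisons with WT: observed values in the lower left and values of simulated unchanged groups with shared WT libraries in the upper right. CSex4 with KO-L (0.71), KO with KO-L3D (0.68) and KO-L3D with KO-S3D (0.82) are the highest observed values.

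The 4 gene lists were followed in every comparison. The 25 developmental Polycomb targets had a median log2 fold change of 3.34 in ESC KO (percentile 100 among matched random lists), with 17 called higher, and 18 when adjusted over the list alone. Their median was 2.93 in KO-L3D, 1.94 in KO-L, 1.38 in CSex4, 1.30 in KO-S3D and 0.81 in KO-S, with percentiles from 98.5 to 100, and -0.07 in Deltaex4 (percentile 7.30). Their order depended on weakly expressed members: with baseMean of at least 10, the median was 2.16 in KO-S, 1.18 in KO-L and 0.74 in CSex4. In CSex4, 2 of them were called higher and 1 lower, both over all genes and adjusted over the list alone. In NP, they had medians of 0.98 in KO (percentile 99.995; 8 called higher and 8 lower, and 11 and 8 adjusted over the list alone), -0.52 in CSex4 (percentile 0.06) and -0.01 in Deltaex4 (percentile 41.1). Against KO, their medians in NP were 0.09 in KO-L (percentile 76.9), -0.50 in KO-S (percentile 0.40) and -1.43 in WT (percentile 0).

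Pluripotency genes had a median of -1.06 in ESC CSex4 (percentile 0), with 5 of 11 called lower and 8 when adjusted over the list alone. The list moved the other way in NP CSex4, with a median of 2.35 (percentile 100) and 8 genes called higher by either adjustment. In ESC its median was 0.43 in KO, 0.48 in KO-L3D and 0.35 in KO-S3D (percentile 100 in each), 0.04 in Deltaex4 (percentile 98.6), 0.03 in KO-S (percentile 97.7) and -0.27 in KO-L (percentile 1.44). In NP it was -0.37 in Deltaex4 (percentile 0) and -0.53 in KO (percentile 3.35), and against KO it was 1.94 in KO-L (percentile 100), -0.83 in KO-S (percentile 0.23) and -1.64 in WT (percentile 0.03). Neural precursor genes had a median of -3.26 in NP KO (percentile 0; 11 of 12 called lower by either adjustment). Against KO, it was 2.22 in KO-L (8 called higher), 4.24 in KO-S (12 called higher) and 4.43 in WT (11 called higher), each at percentile 100. In NP the neural median was -1.06 in CSex4 (percentile 0; 4 called lower, and 6 adjusted over the list alone) and 0.82 in Deltaex4 (percentile 100; 0 called over all genes, 5 at an unadjusted p under 0.05, and 3 adjusted over the list alone). In ESC the neural median was 0.88 in CSex4 (percentile 98.9), 1.62 in KO-L (percentile 99.95), -1.001 in KO-L3D (percentile 0.04) and -1.22 in KO-S3D (percentile 0), and within the random range in Deltaex4 (0.03), KO (0.59) and KO-S (0.49).

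PRC2 subunits as a list had a median of -0.31 in ESC KO-L (percentile 0.48), 0.30 in NP CSex4 (percentile 99.6), -0.11 in NP Deltaex4 (percentile 2.45) and 0.58 in NP KO-L vs KO (percentile 99.99). In the other 9 comparisons the median lay within the random range, from -0.65 in ESC KO-L3D to 0.11 in NP WT vs KO.

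The Suz12 list held 2865 regions with a median width of 2307 bp (604 to 69311), and the H3K27me3 list held 6882 regions with a median width of 3144.5 bp (470 to 119430). The values per region are the authors', and each list is described here without a direction of change. The regions with the smallest values were at chromosome 5, 33428884 to 33438517, for Suz12 (2.33e-82), and at chromosome 7, 70320669 to 70374586, for H3K27me3 (9.27e-229), in coordinates as the lists give them. Protein-coding genes with an end within 2500 bp of these regions in the GRCm38.p6 gene table were Nkx1-1 and Nr2f2, respectively. Of the Suz12 regions, 98.6% (2824) overlapped an H3K27me3 region, against a mean of 1.999% and a maximum of 2.83% over 1000 random placements. Of the H3K27me3 regions, 39.3% (2704) overlapped a Suz12 region.

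Genes with an end within 2500 bp of a region were followed in ESC. The 2712 genes at Suz12 regions had a median log2 fold change of 0.77 in KO (percentile 100; matched random lists 0.26 to 0.35), with 627 called higher and 76 lower. The same genes had a median of 0.46 in CSex4 (percentile 100; random 0.05 to 0.12) and of -0.13 in Deltaex4 (percentile 0; random 0.06 to 0.12). In CSex4, 93 were called higher and 12 lower; in Deltaex4, 0 were called and 63 had an unadjusted p under 0.05. The 5108 genes at H3K27me3 regions had medians of 0.50 in KO (percentile 100), 0.26 in CSex4 (percentile 100) and 0.04 in Deltaex4 (percentile 0; random 0.06 to 0.08). Within 500 or 10000 bp of a region, each of these 6 medians stayed on the same side of its random range.

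Shifts common to the genes of a chromosome bear on any gene named here. Genes of chromosome 8 with baseMean of at least 100 had a median 0.23 above that of all such genes in ESC Deltaex4 and 0.18 above it in NP Deltaex4, and lay at -0.13 in ESC KO and -0.24 in NP KO. They also lay at 0.22 in NP CSex4, 0.22 in NP WT vs KO, -0.09 in ESC KO-L and -0.07 in ESC CSex4, so that CSex4 shifted in opposite directions in ESC and NP. None of 1000 random gene sets of the same size lay as far off in any of these 8 comparisons. This did not single out chromosome 8, as other chromosomes passed the same limit. Among them were X in ESC KO-S (-0.23) and KO-S3D (-0.22), 7 in ESC KO-S3D (0.16) and 11 in NP KO (0.15).

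**Figure D5:**
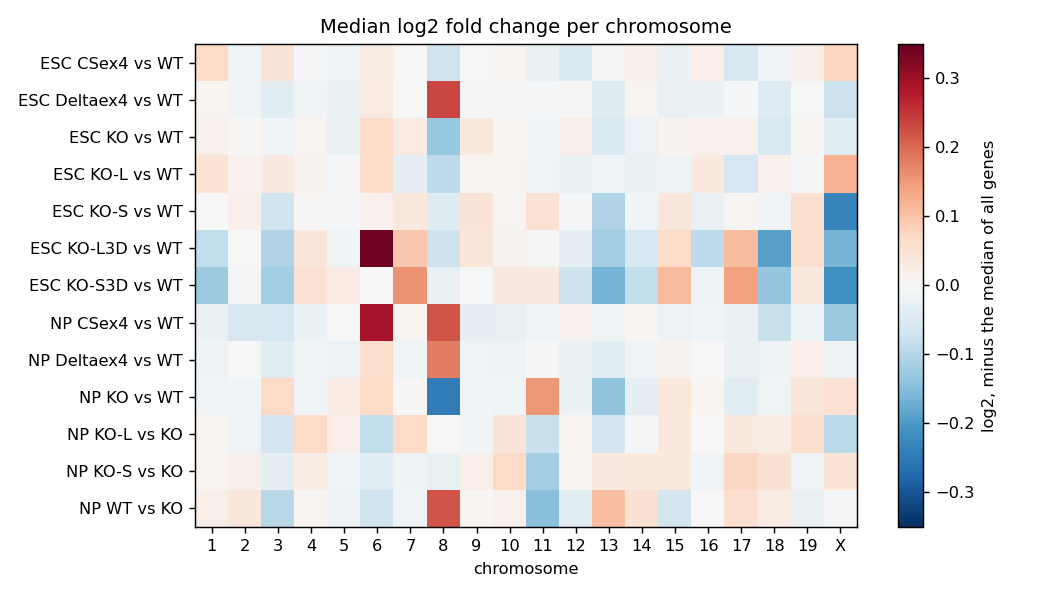
Median log2 fold change of the genes of each chromosome with baseMean of at least 100, minus the median of all such genes, in each comparison. Chromosome 8 stands at 0.23 in ESC Deltaex4 and -0.24 in NP KO, and chromosome 6 at 0.34 in ESC KO-L3D.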

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

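The tests of a scaling shift were chosen only after the numbers of differing genes were seen.

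The effect of the same genotype was tested for a difference between ESC and NP, which share no libraries. For KO, 2098 of 14631 genes differed (adjusted p under 0.05), 932 with a higher and 1166 with a lower fold change in NP. Of 57 genes on the 4 lists, 48 could be tested and 20 differed, 18 of them lower in NP. List genes called in opposite directions, with their NP minus ESC differences in log2 fold change, were Neurog1 (-12.12), Pax3 (-6.10), Hoxb4 (-5.76), Hoxa5 (-5.31) and Olig2 (-4.21), each higher in ESC KO and lower in NP KO, and Rbbp7 (1.81), lower in ESC KO and higher in NP KO. Hoxc6 was also called higher in ESC KO and lower in NP KO, but its difference was not tested, because its baseMean in ESC KO vs WT was 7.60 in the authors' deposited table, under the minimum of 10. Of the genes with the largest changes, Rfx4 (-9.13) and Esx1 (-3.19) had lower and Foxp1 (2.85) had higher fold changes in NP. A scaling shift between the tables adds the same constant to every gene's difference, so taking that constant away would leave few genes that differ. Over constants from -3 to 3 (log2), the fewest genes that still differed were 2081, which argues against scaling as the whole cause. A different role of Suz12 in the 2 cell states may explain the genes that differ, but it was not separated from the extent of differentiation, on which the 2 pairs of NP WT libraries themselves differed (pluripotency median -2.11 in the second minus the first pair).

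For CSex4, 711 of 14304 genes differed between ESC and NP, 379 higher and 332 lower in NP. Of the list genes, 39 could be tested and 10 differed, each with a higher fold change in NP. Prdm14 (4.61), Esrrb (4.14) and Nanog (3.85) were called lower in ESC and higher in NP. Of the genes with the largest changes, Lefty1 (5.87), Tcl1 (5.67), Lefty2 (5.26) and Rnf157 (2.67) had higher and Axl (-3.67) and Krt8 (-1.84) had lower fold changes in NP. The fewest genes that differed after any such constant was taken away were 711, which argues against scaling as the whole cause here too. A candidate explanation is that the CSex4 cultures were less far differentiated than the WT cultures in NP. The pluripotency list lay 2.35 above WT in NP CSex4, close to the -2.11 by which the second pair of NP WT libraries differed from the first, so the design does not separate an effect of exon 4 from a difference between cultures of a single genotype.

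For Deltaex4, 1 of 14078 genes differed, Stra8 (-4.29), and 167 had an unadjusted p under 0.05. No biological explanation was tested for this gene. Because the statistics of both Deltaex4 tables were less spread than chance gives, this count does not show that its effects in ESC and NP were alike.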

How the results depend on the processing

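The exclusion of chromosomes 6, 8, X and Y and the use of the other NP WT pair were chosen after seeing the data, and the other alternatives were planned. Of 210 values under an alternative, covering 111 results, 165 were counted as unchanged, and all but 2 of these kept their direction. Apart from numbers of called genes, they stayed on their side of the threshold or moved less than their error. Numbers of called genes counted as unchanged could still fall far. With an absolute log2 fold change of at least 1, NP KO-L vs KO fell from 4121 to 2762 and ESC KO-L3D from 2792 to 2083. At an adjusted p under 0.01, NP KO-L vs KO fell to 3016 and NP KO-S vs KO from 5600 to 4118. The cause of the changes below was not tested, except where a stricter threshold leaves fewer genes by construction.

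At an adjusted p under 0.01, called genes numbered 141 in ESC CSex4 (333 at 0.05), 1908 in KO (3092), 158 in KO-L (309), 687 in KO-S (1145), 1558 in KO-L3D (2792), 249 in KO-S3D (462) and 523 in NP CSex4 (863). With an absolute log2 fold change of at least 1, they numbered 1711 in ESC KO and 3022 in NP KO-S vs KO (5600). The genes over which p was adjusted mattered less than the adjusted p of 0.01 did, but not always less than the fold change minimum. Over all genes with a p, the count was 280 in ESC CSex4, 253 in KO-L, 384 in KO-S3D and 2491 in KO-L3D; over those with baseMean of at least 10, it was 17 in NP Deltaex4 (14). Neither choice changed whether Suz12 was called in any of the 13 comparisons.

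Among list members with baseMean of at least 10, the median of the developmental targets reversed in Deltaex4, to 0.44 in ESC and 0.18 in NP. In ESC it was then higher in KO-S (2.16) than in KO-L (1.18), the reverse of the order over all members (0.81 and 1.94). The neural median in ESC changed sign in KO, from 0.59 to -0.15, and in Deltaex4, from 0.03 to -0.04, within the random range throughout. It fell to 0.54 in KO-L (1.62), still outside that range, and to 0.0143 in CSex4 (0.88), within it, and the PRC2 median there, -0.31, moved outside it. With no expression minimum, rho of CSex4 and Deltaex4 reversed to 0.0643 in ESC and was -0.0280 in NP, and rho of Deltaex4 and KO in ESC was 0.40. With baseMean of at least 100, the last was 0.47 and that of CSex4 and Deltaex4 in NP was -0.30. Over genes called in at least 1 comparison, rho was -0.27 for CSex4 and Deltaex4 in ESC, 0.56 for Deltaex4 and KO in ESC, and 0.26 for KO in ESC and NP. Without chromosomes 6, 8, X and Y, it was -0.27 for CSex4 and Deltaex4 in NP and 0.44 for Deltaex4 and KO in ESC.

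For KO-changed genes with an absolute log2 fold change of at least 1, the share called the same way among genes lower in KO was 9.97% in ESC KO-L and 29.9% in KO-S; in NP KO-L it was 33.0% for genes higher and 56.5% for genes lower in WT. Over both directions it was 6.66% in KO-L, 20.2% in KO-S and 12.7% in KO-S3D. With baseMean of at least 100, it was 7.67% in KO-L and 25.1% in KO-S for genes higher in ESC KO; 55.8% in NP KO-L for genes lower in WT; and 70.9% and 74.2% in NP KO-S for genes higher and lower in WT. Over both directions it was 5.46% in KO-L, 50.6% in KO-L3D, 18.6% in KO-S and 10.9% in KO-S3D. With the other NP WT pair, the shares for genes higher and lower in WT were 42.7% and 74.5% in KO-L and 77.8% and 83.6% in KO-S. Under each of these, the share in KO-S exceeded that in KO-L in NP, and in ESC that in KO-L3D exceeded KO-L and that in KO-S exceeded KO-S3D. The medians did not keep this order: with the other NP WT pair, genes lower in WT had a median of -1.62 in KO-L and -1.44 in KO-S, against -0.99 and -1.17. In ESC, with baseMean of at least 100, genes higher in KO had a median of 0.44 in KO-L and 0.56 in KO-S, against 0.68 and 0.55.

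The regions with the smaller values had median widths of 3252.5 bp for Suz12 (1432 regions) and 4912 bp for H3K27me3 (3441 regions). Requiring 50% of the Suz12 region to overlap gave 98.2%, and allowing 5000 bp between regions gave 98.8%.

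No paired analysis was possible because the tables hold no values per sample, beyond the fit with the replicate number as a block that the ESC tables appear to hold already. A fit without that block, or with crossed numbers where the blocks of NP Deltaex4 deviated apart, could not be made. Another normalization, leaving out replicates and other splits of the 3 KO and 3 WT libraries of ESC were not run for the same reason. With 2 libraries on a side in 12 tables, a call can rest on a single library, and this could not be checked.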

Other observations

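The tests of crossed numbers, of a swapped WT library, of replicate spread, of shared WT libraries, of a batch of the 3D lines, of the Y chromosome and of a deletion at Wnk3 were chosen only after the result was seen. So was the test that left out chromosomes 6, 8, X and Y. The other tests were chosen before.

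Both Deltaex4 tables had few calls and small statistics. Each WT library of these tables matched a WT library of the other tables in 100% of genes. Because the tables share these libraries, a Deltaex4 library labelled WT throughout would match too, so a WT library swapped with a Deltaex4 library stays open. Crossed replicate numbers are argued against in ESC, where the differences between libraries of the 2 blocks had a rho of 0.34, while in NP the rho of -0.12 leaves them open, as tables with many calls had values down to -0.18. In reads of genes with baseMean from 10 to 20, the Deltaex4 libraries were less like each other than like WT in ESC and barely closer to each other than to WT in NP: the gap between the correlation within the group and that between groups was -0.106 in ESC and 0.0923 in NP, against 0.28 to 1.24 in the other 11 tables. Replicates that differ as much as the groups may therefore explain the few calls in NP. In ESC this stays open, because the gap ignores the replicate block. A fit with that block takes out replicate differences common to both groups (rho 0.34). Whether the replicate differences come from cultures, clones or libraries was not tested.

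Suz12 mRNA of KO-L3D was at the level of the KO. KO libraries reused in that table are argued against, as at most 4.27% of genes had equal reads in a KO and a KO-L3D library. Between KO-L3D and KO, 733 of 14802 genes differed, more than the 119 of 16026 genes between the 2 pairs of NP WT libraries, the only cultures of a single genotype set against each other. That count comes from another cell state, and none is at hand for ESC, so other libraries of the KO line under that label stay open. A rescue that is weakly expressed or not counted in full, or a knock-out clone of another origin, was not tested either, so the comparison of KO-L with KO-L3D may reflect the amount of Suz12 as well as the mutation.

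In ESC, CSex4 tracked KO-L (rho 0.71) and Deltaex4 tracked KO-S (0.57). Shared WT libraries alone would give every pair a rho near 0.46, and the higher of the 2 unmatched pairs had -0.0354. Without chromosomes 6, 8, X and Y, the lower of the matched values was 0.59, which argues against chromosome copy number. If the isoform were the cause in both cell states, the matched pairs should also lead in NP, where KO-L and KO-S can be set against WT libraries that the CSex4 and Deltaex4 tables do not use. CSex4 had a rho of 0.50 with KO-L and 0.27 with KO-S, but Deltaex4 had -0.35 with KO-L and -0.36 with KO-S. Set against KO instead, CSex4 had -0.01 with KO-L and -0.37 with KO-S. Deltaex4 then had 0.22 with KO-S and 0.08 with KO-L, so both matched pairs led. The answer thus changed with the reference, whose libraries add a part common to both rescues. The NP values therefore do not decide the question. An isoform effect, in ESC alone or in both cell states, stays open as a hypothesis.

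KO-L3D and KO-S3D changed alike, with a rho of 0.82 against a simulated 0.46. A library batch of the 3D lines cannot be told apart from the mutation, because the labels used here give no batch. In both lines Xist was higher than WT in the authors' deposited tables (4.15 and 4.26), as was Phf1 (2.40 and 2.08), which was not seen in KO (-0.16 and 0.21 in the authors' deposited table).

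The 2 pairs of NP WT libraries, set against the same KO libraries, differed in 119 of 16026 genes, 4 higher and 115 lower in the second pair. The pluripotency list was lower in the second pair by a median of -2.11 (percentile 0) and the neural precursor list was higher by 0.88 (percentile 100). The PRC2 list was also lower, with a median of -0.20 (percentile 0.16), and the developmental list lay within the random range (0.15). A different pace of neural differentiation between the cultures is a candidate explanation. Across genes, NP KO vs WT and NP WT vs KO had a rho of -0.91, where unchanged groups with the same KO libraries gave -0.46. Across genes and with no shared library, WT vs KO of the second pair had a rho of -0.42 with NP CSex4 vs WT and of 0.37 with NP Deltaex4 vs WT.

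The Y-linked genes Ddx3y, Eif2s3y and Uty had log2 fold changes from -4.43 to -4.40 in ESC KO-S vs WT (all 3 called). In NP, they lay between -3.48 and -3.03 in KO-S vs KO and between -2.77 and -2.22 in KO-L vs KO. Shifts were not confined to these lines: values were -2.40 to -2.30 in NP Deltaex4 and 2.10 to 3.92 in ESC KO-L3D, and the median in ESC Deltaex4 was -1.94, with none of the 3 genes called in these tables. Loss of the Y chromosome from much of the KO-S line may explain its values, the only ones below -3 (at most -4.40 in ESC). The other shifts stay open, and in ESC KO-L none of the 3 genes was called (-1.54 to -0.15). Wnk3 stood at -9.43 in ESC KO-S and -12.38 in NP KO-S vs KO in the authors' deposited tables. The 10 nearest expressed genes had medians of -0.0802 (1 called) and 0.34 (3 called), which argues against a deletion that spans them. A smaller lesion stays open, and no biological explanation was tested.

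Chromosome 8 genes were shifted in KO and Deltaex4, and also in NP CSex4 (0.22), NP WT vs KO (0.22), ESC KO-L (-0.09) and ESC CSex4 (-0.07). Both parts of the chromosome, split at the median gene, shifted the same way in the 4 tables of KO and Deltaex4 against WT, by at least 0.13 in size, and 62.0% of chromosome 8 genes lay below the median of all genes in ESC KO (50% with no shift), against 15.6% in ESC Deltaex4. The side of 50% follows from the shifted median itself, so the share is no separate test of a few strongly changed genes. Its size shows only that the shift was spread over many genes. A change of copy number in some cells of these lines is a candidate explanation. CSex4 shifted in opposite directions in ESC and NP, which a fixed copy number of that line alone would not give. On chromosome 6 the shift was uneven: 0.06 and 0.53 for the first and second part in ESC KO-L3D, and 0.01 and 0.58 in NP CSex4.

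Interferon-related genes stood far higher in NP KO than in ESC KO. Ifit1, Ifit3 and Isg15 were at 6.15, 6.46 and 6.44 in NP KO and at 1.95, 0.30 and 0.11 in ESC KO in the authors' deposited tables.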
